A study of Homo sapiens with 8 samples. Its data were reported in "Cellular zinc status alters chromatin accessibility and binding of p53 to DNA" (2024).

How the data were processed

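Nascent transcription was measured by PRO-seq, which sequences RNA extended by engaged RNA polymerases, in MCF10A cells, a non-tumorigenic human breast epithelial line. Cells were WT or p53 −/−, called p53null here, and received 10 µM Nutlin-3a or DMSO for 3 h. Nutlin-3a blocks the binding of MDM2 to p53 and so stabilises p53. The 8 libraries form 4 groups of 2: WT DMSO, WT Nutlin, p53null DMSO and p53null Nutlin. The labels give the DMSO share as 0.01% in one field and 0.1% in another.

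The deposited table holds raw counts, with no normalization by the authors, over 459627 regions of bidirectional transcription on the hg38 genome build. The regions were called with Tfit and dREG and merged with muMerge, per the file headers and names. The aligner, the read counter, the strand setting and any filters are not given in the sources used here. Regions were probably called from libraries such as these, so they are not a sample of the genome chosen independently of the counts. Region widths ran from 40 to 10782 bp with a median of 414 bp. Coordinates are as deposited.

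Library totals ran from 8727651 to 11149221 counts, and floors given below cover counting error alone. All 8 columns were used. Regions were annotated with GENCODE version 44. A region was called a promoter region where its centre lay within 1000 bp of a transcript start, otherwise a gene body region where the centre lay in a gene, and otherwise intergenic.

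Counts were analysed with edgeR 4.0.16 in R 4.3.3. Regions were kept by filterByExpr by group, which left 178177 regions holding 94.2% to 95.2% of each library's counts. TMM factors were computed, all 8 libraries entered one quasi-likelihood model with a term per group, and F tests were adjusted by the Benjamini-Hochberg method over the tested regions. A region was said to rise or fall at an adjusted p under 0.05. The fit had 4 residual degrees of freedom, 11.7 prior degrees of freedom and a biological coefficient of variation of 0.307. The 4 contrasts were Nutlin-3a against DMSO in WT, the same in p53null, the difference between these effects, and p53null against WT in DMSO. Log2 fold changes are given with the standard error of the fit, and levels as counts per 10⁶ counts of the TMM-scaled library, written counts per 10⁶, with the SD over the 2 libraries.

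The model was tested on simulated data with 200 changed regions. These were drawn from regions with an average level at or above the median, and no effect of the replicate number was simulated. It recovered 3.0% of regions changed 2-fold, 44.8% of those changed 4-fold and 77.3% of those changed 8-fold, with 6 false calls among 178177 regions. Small changes are therefore mostly not detectable by this model, which has no term for the replicate number, with 2 libraries per group.

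The p53 motif was defined as 2 adjoining half-sites RRRCWWGYYY, with the C at position 4 and the G at position 7 of each required and at most 2 mismatches elsewhere, within 250 bp of the region centre. The control motif exchanged those C and G bases. Motif shares among called regions were compared with the other tested regions by two-sided Fisher's exact tests. All tested regions were also ranked by signed F statistic, and the area under the receiver operating characteristic curve of motif presence was tested with 10000 permutations of the motif labels. Areas above 0.5 mean that motif-bearing regions rank high. Regions are not independent replicates.

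Gene lists were fixed for 5 groups of p53 targets (arrest, apoptosis, repair, metabolism, feedback), mitotic and E2F-driven replication genes, immediate early, heat shock, NRF2, ATF4, NF-κB, interferon, sterol, metallothionein and zinc transport, ribosomal protein and housekeeping genes. Further lists held markers of basal and luminal epithelium, mesenchymal, immune and endothelial cells. Each gene was represented by the tested region nearest to a transcript start within 1000 bp. Lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation, and with fry, adjusted over the 22 lists within a contrast. A further list of 7 loci that the study picked for ChIP-qPCR was described but not tested as a set.

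Named regions were, in each contrast, the 10 with the largest rise and the 10 with the largest fall among those that passed, had an average level at or above the median of the tested regions, and had both libraries of one group above both of the other, at most 1 per nearest gene. Added to these were the region with the smallest p in each contrast, the promoter regions of the p53 lists, the most significant members of lists that passed and the 7 study loci. The naming rule, the lists, the motif and the 4 contrasts with their tests were fixed before the data were examined, and the closing part names the tests chosen later. A fold against a group with 0 counts is given as a lower bound against 3 counts over that group.

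Medians of the genotype contrast were taken for each chromosome and each 10 Mb bin with at least 20 tested regions, since segments of the genome can differ in copy number between cell lines. Alternatives were RLE factors, unscaled library totals, no filter, a filter of at least 20 counts in each library of a group, DESeq2 1.42.0, fits of only the groups compared, an added term for the replicate number, an adjusted p of 0.1, and leaving out each library in turn. Other steps used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9. The series text calls the libraries of a group biological replicates but nothing states separate cultures, so p-values measure only the spread between these samples. With 2 libraries per group, permutation of group labels could not reach a p under 0.05 and was not used.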

Results

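PRO-seq counts were obtained for 8 libraries of MCF10A cells in 4 groups of 2. The WT DMSO libraries held 9986348 and 11149221 counts, the WT Nutlin libraries 8727651 and 10999873, the p53null DMSO libraries 10588526 and 10025534, and the p53null Nutlin libraries 8966179 and 11080635. Promoter regions took 48.5% to 53.9% of the counts of a library. Log2 counts per 10⁶ correlated at 0.847 to 0.901 between the libraries of a group, across regions, which are not independent replicates. Between DMSO and Nutlin libraries of the same number they correlated at 0.88 and 0.919 in WT and at 0.889 and 0.917 in p53null. All but the 0.88 exceed the values within both groups concerned. DMSO library 2 and Nutlin library 1 of p53null, of unlike number, had 0.892. The first principal component, with 41.1% of the variance, parted WT from p53null. The second, with 17.9%, parted the libraries by replicate number in every group.

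The first comparison asked which regions Nutlin-3a changed within 3 h in cells with p53. The largest cluster of the regions that rose lay along MDM2, where the smallest p of the contrast was also found, and the largest fold changes lay elsewhere. A region in the UTR of CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, on chromosome 6 from 36681941 to 36683385, rose from 35.7 ± 9.45 to 171 ± 12.5 counts per 10⁶ (SD, n = 2; log2 fold change 2.26 ± 0.32, SE; edgeR adjusted p = 0.0393). Along MDM2, which encodes the ubiquitin ligase that targets p53, 9 intronic regions rose. That from 68823521 to 68824313 lay beside an internal transcript start. The one from 68837462 to 68838604 on chromosome 12, with that smallest p, went from 12.8 ± 0.589 to 63.9 ± 8.57 counts per 10⁶ (SD, n = 2; log2 fold change 2.31 ± 0.29, SE; edgeR adjusted p = 0.0381).

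The rise continued past the end of MDM2. Regions from 68846255 to 68846589 and from 68848911 to 68849129, in introns of the convergent gene CPM, each rose with a log2 fold change of 2.25, with SE of 0.28 and 0.31. A region in a coding exon of CPM, which encodes carboxypeptidase M, from 68870151 to 68870439 and beside an internal transcript start, rose from 2.98 ± 0.703 to 24.4 ± 8.73 counts per 10⁶ (SD, n = 2; log2 fold change 3.02 ± 0.39, SE). Another promoter region of CPM, from 68932435 to 68933461 and nearer to the 5′ end of the gene, had −0.32 ± 0.71 (SE, n = 2). The deposited counts do not give a strand, so the intronic regions cannot be assigned to one gene.

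**Figure D1:**
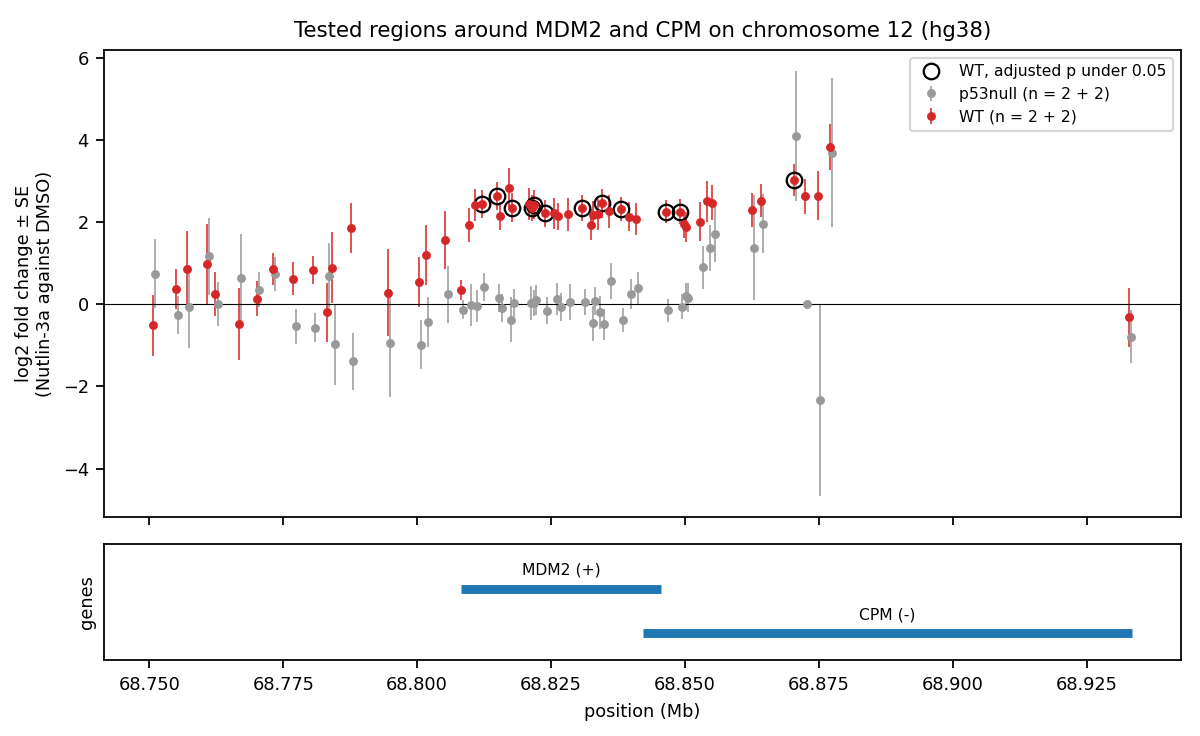
Log2 fold change with its SE (Nutlin-3a against DMSO, n = 2 per group) of tested regions around MDM2 and CPM, by position in Mb on chromosome 12, in WT (red) and p53null (grey); black circles mark regions with an adjusted p under 0.05 in WT, and blue bars mark the genes, with CPM drawn to the last region shown. The 12 circled regions lie between log2 fold changes of 2.21 and 3.02, while the p53null values at these regions scatter around 0 except at the internal start of CPM, which had 0 to 2 counts in each p53null library.

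Other rises lay outside the fixed p53 lists. An intronic region of MPP2, a membrane-associated guanylate kinase, had the largest log2 fold change, 3.58 ± 0.49 (SE, n = 2), with 7 and 6 counts in DMSO and 69 and 81 with Nutlin-3a. It was also higher in p53null DMSO, with 36 and 69 counts (genotype log2 fold change 3.05 ± 0.49, SE, n = 2; edgeR adjusted p = 0.00307). An intronic region of COL27A1, a fibrillar collagen gene, on chromosome 9 from 114263677 to 114265993, went from 1.17 ± 0.186 to 10.6 ± 1.68 counts per 10⁶ (SD, n = 2; log2 fold change 3.17 ± 0.42, SE). An intergenic region on chromosome 5 from 174327396 to 174328924 rose with a log2 fold change of 2.73 ± 0.40, an intronic region of LINC01376 with 2.27 ± 0.33, and the GASK1B-AS1 promoter region with 1.86 ± 0.27 (SE, n = 2). A region in RPL23AP7 on chromosome 22, with a log2 fold change of 2.67 ± 0.37 (SE, n = 2), had 211 and 152 counts in p53null DMSO against 19 and 17 in WT DMSO. It lies in near-identical copies of a sequence, so reads may not be assigned to it alone.

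By the edgeR quasi-likelihood test, 19 regions rose and 0 fell, against 6869 regions at an unadjusted p under 0.05, of which 4358 were higher and 2511 lower. Under this model the 6869 are fewer than unchanged regions alone would give at that p, so their number shows neither a broad response nor its absence. The number depends on the model. It was 11330 with an added term for the replicate number (6554 higher, 4776 lower) and 8506 of 147420 with only the WT groups. Both are more than unchanged regions alone would give. With DESeq2 it was 3796, which is fewer. DESeq2 called 113 higher and 0 lower, and with an added term for the replicate number 387 rose and 8 fell. The 19 comprised 15 gene body regions, 3 promoter regions and 1 intergenic region. Gene body regions made up 78.9% of them against 65.0% of the other tested regions (Fisher's exact tests, smallest adjusted p over the classes = 0.305). With 19 regions, many of them adjoining, these tests could hardly show a difference. Within 25 kb of a transcript start of the 63 p53 list genes lay 12 of the 19, or 63.2%, against 0.63% of the other regions (odds ratio 270.0, Fisher's exact p = 2.06e-22). These 12 are 11 regions along MDM2 or just past its end and 1 at CDKN1A. Adjoining regions of a gene are not independent, so this p-value overstates the evidence, which rests on MDM2 and CDKN1A alone. Without any 1 of the 4 WT libraries 0 regions passed, and without any 1 of the p53null libraries 75 to 83 rose.

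**Figure D2:**
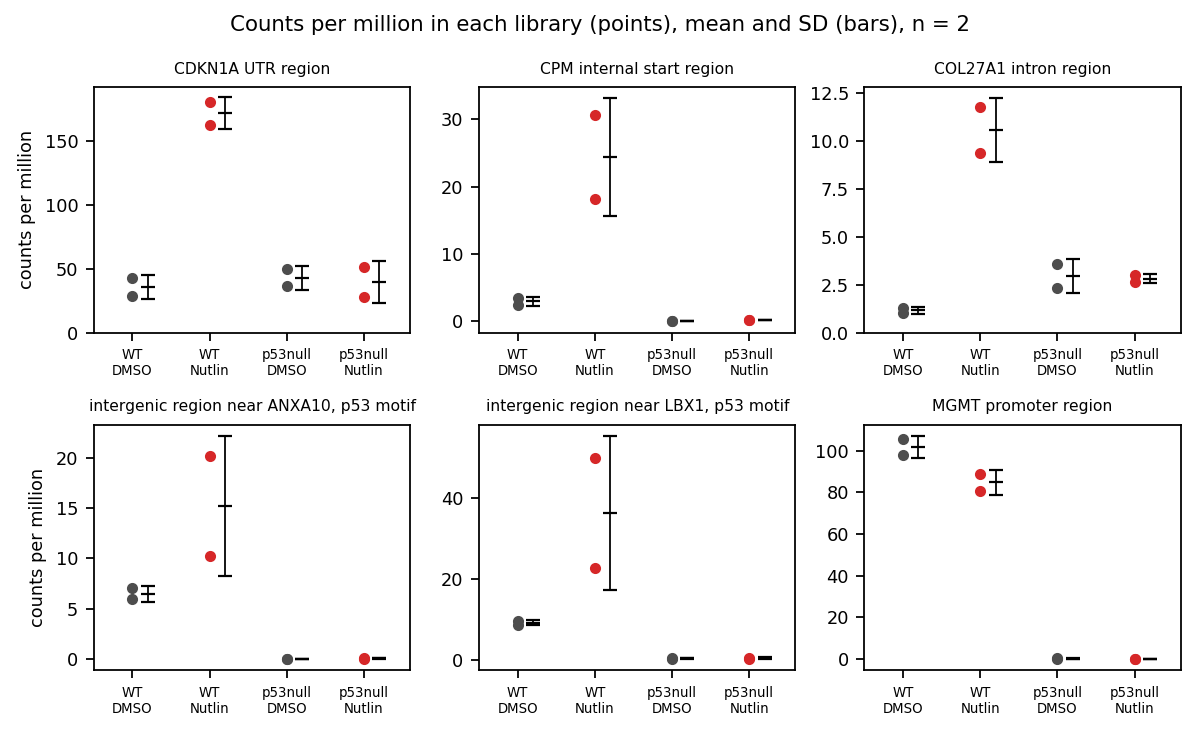
Counts per 10⁶ in each library (points, Nutlin-3a in red and DMSO in grey) with the mean and SD of the 2 libraries (bars) for 6 regions. CDKN1A, CPM and COL27A1 regions are higher in both WT Nutlin libraries, the intergenic regions near ANXA10 and LBX1 and the MGMT promoter region are at or near 0 in all p53null libraries.

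With each gene represented by its tested region nearest to a transcript start, promoter regions of the p53 targets leaned upward in WT without passing over all regions. Of 63 promoter regions, 47 had a log2 fold change above 0 and 14 were higher at an unadjusted p under 0.05, with 1 lower. By edgeR 0 passed over all tested regions, by DESeq2 1 passed, and with an added term for the replicate number 7 did. Adjusted over the list alone, 7 passed, all higher. The log2 fold changes were 2.38 ± 0.46 (SE, n = 2) at TNFRSF10C, a decoy receptor for TRAIL, 1.54 ± 0.34 at the CDKN1A promoter, 1.32 ± 0.29 at TP53INP1, a stress-induced regulator of autophagy and apoptosis, and 1.06 ± 0.22 at the antiproliferative gene BTG2. They were 1.15 ± 0.32 at BAX, a mediator of mitochondrial apoptosis, 1.13 ± 0.28 at SPATA18 and 1.05 ± 0.29 at ACER2 (SE, n = 2). PHLDA3, with 0.92 ± 0.30 (SE, n = 2), did not pass. The MDM2 promoter region from 68807424 to 68809016 had 0.34 ± 0.24 (SE, n = 2), below the values of its introns. Other MDM2 regions near a transcript start were higher. That from 68809561 to 68809833 had 1.93 ± 0.42 and did not pass. That from 68823521 to 68824313 had 2.21 ± 0.32 and passed over all regions (SE, n = 2; edgeR adjusted p = 0.0465), but did not represent the gene. The promoter region of BBC3, which encodes PUMA, had −0.88 ± 0.31 (SE, n = 2), while its gene body region had 1.44. Without the WT DMSO library 2 or the WT Nutlin library 1, 0 promoters passed over the list alone, and without the WT DMSO library 1 only 1 did.

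As sets, all 5 p53 lists ranked high in WT by camera at the preset correlation, and each of these calls was lost with an estimated correlation (adjusted p = 0.0652 with an estimated correlation for arrest, apoptosis, repair and metabolism, and 0.384 for feedback). The arrest list had 12 of 15 promoters above 0 with a median log2 fold change of 0.47 and an adjusted p = 2.76e-07, and the apoptosis list 14 of 18 with a median of 0.40 and an adjusted p = 3.05e-06. The repair list had 7 of 9 above 0 (median 0.57, adjusted p = 1.36e-04), the metabolism list 10 of 12 (median 0.27, adjusted p = 1.04e-04) and the feedback list 6 of 11 (median 0.08, adjusted p = 0.0108). Adjusted over the list alone, 3 arrest, 2 apoptosis and 2 metabolism promoters passed, and 0 of the repair and feedback lists. Fry gave no adjusted p under 0.05 for a shift in one direction, and 0.00143 for change in either direction of the feedback list.

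The E2F-driven replication list ranked low in WT, with 3 of 20 promoters above 0, a median log2 fold change of −0.51 and a camera adjusted p = 0.00511 (adjusted p = 0.533 with an estimated correlation). Its members did not pass singly, over all regions or adjusted over the list alone. CCNE1, which encodes cyclin E1, had −1.40 ± 0.52, the replicative helicase subunits MCM4 and MCM5 had −1.46 ± 0.59 and −1.22 ± 0.72, and the licensing factor CDT1 had −0.51 ± 0.24 (SE, n = 2). The mitotic list had a median of −0.12 and an adjusted p = 0.662.

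No other list passed in WT by camera. Adjusted p was 0.38 for immediate early genes and for immune markers, 0.836 for heat shock, NF-κB and metallothionein and zinc transport genes, and 0.912 for NRF2 targets and endothelial markers. It was 0.662 for ATF4 targets and mesenchymal markers, 0.767 for interferon genes, 0.354 for sterol genes, 0.66 for ribosomal protein genes and 0.456 for housekeeping genes. Basal epithelial markers had 0.281 and luminal markers 0.101. The heat shock, NRF2, NF-κB and interferon lists had a mean log2 fold change below 0 and a camera direction of up, and the ribosomal and metallothionein lists also differed in sign between median, mean or test.

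Motif-bearing regions ranked high in WT. The 1309 tested regions with a p53 motif had a median log2 fold change of 0.52 against −0.003 for the others, with an area under the curve of 0.7122 (permutation p = 0.0001, the smallest these permutations can give). The control motif gave 0.5162. Of the 19 regions that rose, 0 had a motif within 250 bp of the centre by the fixed scan, as did 0 for the control motif, while over the whole width of the regions 2 of 19 did (10.53% against 1.04%, Fisher's exact p = 0.0165). With 0.73% of the other regions bearing a motif, 19 regions are too few for the 0 to mean a lack. Without any 1 p53null library, 7.59% to 10.84% of the 75 to 83 rises had a motif near the centre (Fisher's exact p from 1.7e-08 to 2.94e-05).

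**Figure D3:**
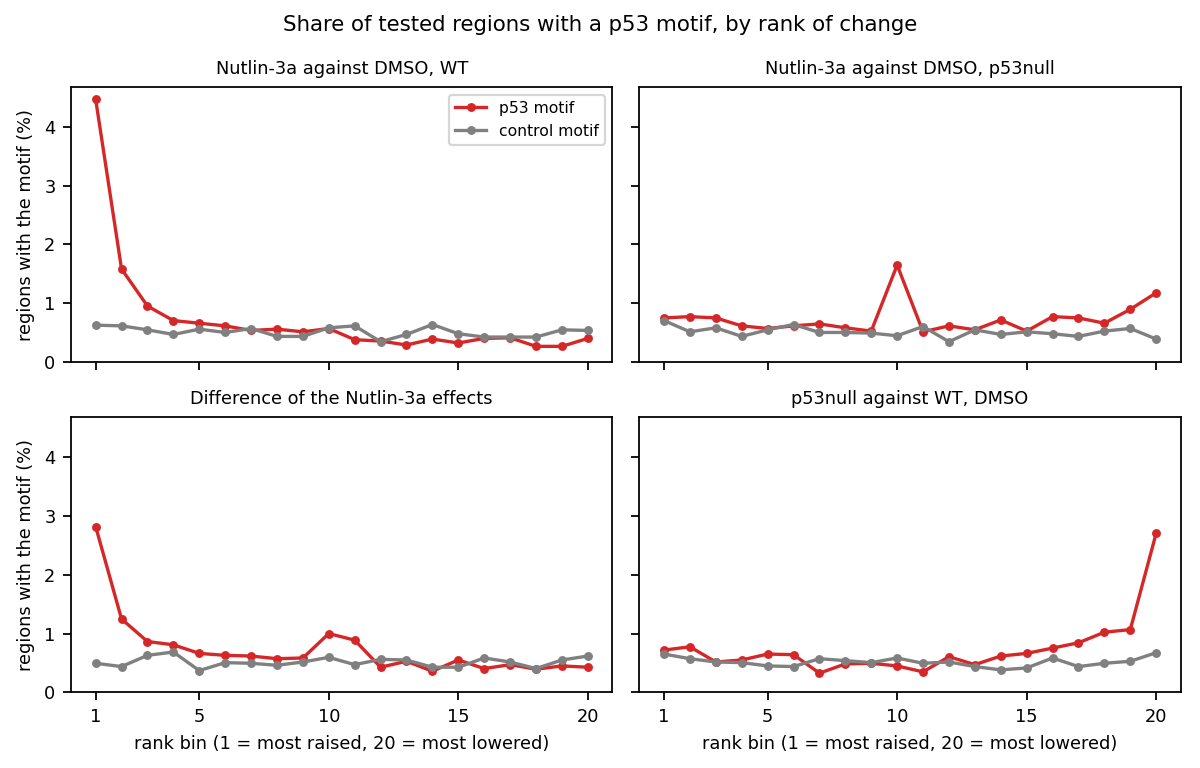
Share of tested regions with the p53 motif (red) or the control motif (grey), in %, by 20 equal bins of the ranking from most raised (1) to most lowered (20), for the 4 contrasts. In WT the top bin holds 4.467% regions with the p53 motif and the next 1.583%; in p53null the tenth bin, where regions without counts in p53null fall, stands out.

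Of the 7 loci assayed by the study, CDKN1A was a control known beforehand, and the others are not independent evidence, since they were chosen partly on Nutlin-3a libraries of this series. They were picked for transcription there, and the study describes no test of a change against DMSO. The regions counted here lie anywhere in or within 25 kb of the gene, not only at the assayed site. At CDKN1A 12 of 13 tested regions within 25 kb had an unadjusted p under 0.05 and 1 passed. At PLD5 5 of 21 had, with a log2 fold change of 1.88 ± 0.40 (SE, n = 2) at the region with the smallest p, a motif-bearing intronic one. At SFN and LRIG3-DT 1 of 23 and 1 of 16 had, with 1.00 ± 0.29 and −1.91 ± 0.73, and at ERGIC1, NFIB and EGR1 0 of 75, 63 and 10 had, with −0.56 ± 0.26, −0.71 ± 0.37 and −0.65 ± 0.45 at the regions with the smallest p (SE, n = 2).

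The second comparison asked what Nutlin-3a changed in cells without p53. Of the 19 regions that rose in WT, 0 passed here and 8 had a log2 fold change above 0. The CDKN1A UTR region had a log2 fold change of −0.11 ± 0.30, the MDM2 intronic region from 68837462 to 68838604 −0.38 ± 0.29 the COL27A1 intronic region −0.06 ± 0.40 and the LINC01376 intronic region −0.73 ± 0.37, while the MPP2 intronic region had 0.39 ± 0.39 and the MDM2 region starting at 68811782 0.42 ± 0.35 (SE, n = 2). The region at the internal start of CPM had 0 and 0 counts in DMSO and 2 and 2 with Nutlin-3a. By edgeR 0 regions passed in either direction, with 4576 at an unadjusted p under 0.05, of which 2201 were higher and 2375 lower, and DESeq2 called 0. The 4576 are fewer than unchanged regions alone would give at that p. The smallest p was at an intronic region of FAT1, an atypical cadherin gene, with 16 and 17 counts in DMSO and 0 and 2 with Nutlin-3a (edgeR adjusted p = 1.0).

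Among the p53 target promoters in p53null, 18 of 63 had a log2 fold change above 0, 0 were higher and 1 lower at an unadjusted p under 0.05, the CDKN1A promoter with −0.997 ± 0.394 (SE, n = 2). By edgeR 0 passed, also adjusted over the list alone. No list passed by camera, with adjusted p of 0.211 for the arrest and apoptosis lists and 0.0773, the smallest, for the NF-κB list. Motif-bearing regions had an area under the curve of 0.4784 (permutation p = 0.0068, adjusted p = 0.0136) with a median log2 fold change of 0.00 against −0.01, so the medians and the ranking differ in sign.

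The third comparison tested whether the effect of Nutlin-3a differed between WT and p53null. No single region passed. The MDM2 intronic region from 68837462 to 68838604 had the smallest p, with a difference of 2.69 ± 0.41 in log2 fold change (SE, n = 2 per group; edgeR adjusted p = 0.849), and the CDKN1A UTR region had 2.37 ± 0.44. By edgeR 0 regions passed, with 5380 at an unadjusted p under 0.05, of which 3199 had the higher log2 fold change in WT. The 5380 are fewer than unchanged regions alone would give at that p. DESeq2 called 18, all with the higher log2 fold change in WT. With an added term for the replicate number 49 passed, again all with the higher value in WT. So for single regions whether a difference is established depends on the model, and by the one chosen beforehand it is not.

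Sets of genes did differ by camera at the preset correlation. Promoters were counted where the log2 fold change was higher in WT than in p53null, which includes a smaller fall in WT. In p53null the 5 p53 lists had medians from −0.285 to −0.078, so values below 0 there add to the differences. Such promoters numbered 13 of 15 in the arrest list (median difference 0.66, adjusted p = 5.25e-07) and 16 of 18 in the apoptosis list (0.48, adjusted p = 1.48e-06). The repair list had 9 of 9 (0.47, adjusted p = 7.75e-04), the metabolism list 10 of 12 (0.44, adjusted p = 0.0017) and the feedback list 9 of 11 (0.23, adjusted p = 0.0395). The replication list had 6 of 20 (−0.20, adjusted p = 0.0404), with −1.47 ± 0.68 at CCNE1, −1.72 ± 0.86 at the DNA polymerase gene POLA1 and −1.41 ± 0.78 at MCM4 (SE, n = 2 per group). These calls were lost with an estimated correlation: adjusted p = 0.0926 with an estimated correlation for arrest and apoptosis, 0.105 for repair and metabolism, 0.44 for feedback and 0.559 for replication. Adjusted over the list alone, 3 of 63 p53 target promoters passed. Motif-bearing regions had an area under the curve of 0.6328 (permutation p = 0.0001, the smallest these permutations can give) and the control motif 0.4999.

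The fourth comparison set p53null against WT in DMSO. The cell lines differed at many loci, some silent in one line. An intronic region of GRHL2, a transcription factor of epithelial cells, on chromosome 8 from 101493294 to 101494740, had 0 counts in all 4 WT libraries and 109 ± 20.9 counts per 10⁶ in p53null DMSO (SD, n = 2), at least 722.5-fold higher. The MGMT promoter region, of the gene for a DNA repair methyltransferase, on chromosome 10 from 129466857 to 129467988, had 978 and 1044 counts in WT DMSO against 0 and 2 in p53null (edgeR adjusted p = 1.23e-06, the smallest of the contrast). The promoter regions of LRRK2-DT and LRRK2, a kinase gene linked to Parkinson disease, were at least 156.0-fold lower in p53null, and that of SCFD2 at least 150.0-fold lower.

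Further regions among the 10 largest rises had 0 counts in WT DMSO. They were the promoter regions of TBX18, a T-box factor, at least 125.0-fold, of LINC02434, at least 117.6-fold, of ULBP1, a ligand of the receptor NKG2D, at least 93.9-fold, of ENSG00000242136, at least 86.1-fold, and of LINC01322, at least 66.9-fold. An intronic region of the myosin gene MYH14 was at least 60.0-fold higher. An intergenic region on chromosome 8 from 101670487 to 101671863 was at least 146.5-fold higher, and regions nearest to EZRP1 on chromosome 3 and NUFIP1P1 on chromosome 6 at least 222.0-fold and 86.5-fold. Among the largest falls, regions had 0 counts in p53null DMSO at an intron of INPP5D, a phosphatase of blood cells, at least 114.1-fold lower, and at the promoters of PDPN, which encodes podoplanin, at least 81.1-fold, of EVC2, at least 74.0-fold, of ENSG00000267248, at least 103.9-fold, and of ENSG00000237301, at least 103.3-fold. A region near NTRAS was at least 88.2-fold lower and a promoter region overlapping GPR27 at least 72.3-fold. Those bounds are against 3 counts over the group.

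By edgeR 2336 regions rose and 2295 fell, DESeq2 called 2298 and 2137, and with an added term for the replicate number 6011 rose and 5972 fell. Among the rises 273 (11.7%) had 0 counts in both WT DMSO libraries, and among the falls 452 (19.7%) had 0 counts in both p53null DMSO libraries. Promoter regions made up 29.0% of the rises and 33.5% of the falls against 22.5% and 22.4% of the other regions, and intergenic regions 26.8% and 21.9% against 12.2% and 12.3% (Fisher's exact tests, largest adjusted p = 3.72e-13). Of 14182 coding genes with a tested promoter region, 293 had it higher and 436 lower in p53null. Without the WT DMSO library 2 the counts were 635 higher and 918 lower, and without the WT DMSO library 1 they were 925 and 1286.

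Motif-bearing regions were lower in p53null. Of the regions that fell, 107 of 2295 (4.66%) had a p53 motif against 0.68% of the others (odds ratio 7.11, Fisher's exact p = 5.82e-51), and of those that rose 13 of 2336 (0.56% against 0.74%, p = 0.391). The control motif had odds ratios of 1.71 (Fisher's exact p = 0.0257) and 2.3 (Fisher's exact p = 0.000187). The area under the curve was 0.3995 for the p53 motif (permutation p = 0.0001, the smallest these permutations can give; median log2 fold change −0.33 against 0.01) and 0.5052 for the control. Regions near the p53 list genes were not more frequent among the rises (0.6% against 0.64%, Fisher's exact p = 0.793) or the falls (0.8% against 0.64%, p = 0.234).

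No list passed by camera in this contrast, where the smallest adjusted p was 0.21, for mesenchymal and endothelial markers. Fry gave an adjusted p of 0.0346 for both, each lower in p53null, the endothelial one on only 2 measured promoters of 8 genes, of which KDR lies on the shifted chromosome 4. For change in either direction fry gave an adjusted p of 2.4e-06 for the feedback list, 0.000251 for mesenchymal markers, 0.000502 for NF-κB, 0.00066 for basal markers, 0.00128 for metabolism, 0.00153 for luminal markers and 0.0102 for apoptosis. Single members passed over all regions, and those outside the p53 lists are named after their values were seen. Among p53 targets SPATA18 had −1.64 ± 0.29, TNFRSF10C −3.85 ± 0.77 and TP53I11 1.76 ± 0.39, and in NF-κB genes CXCL1 had −2.07 ± 0.38, NFKB1 −1.16 ± 0.27 and IL1B 1.64 ± 0.39 (SE, n = 2). Of basal epithelial keratinocyte markers, S100A2 rose with 1.15 ± 0.27 and DSG3 with 1.19 ± 0.28, while KRT14 was at least 15.5-fold lower. The luminal factor GATA3 fell with −1.08 ± 0.25, the immune marker CD14 with −1.64 ± 0.35, the matrix gene SPARC was at least 32.4-fold lower and the endothelial receptor gene KDR at least 12.6-fold lower, and the immediate early gene IER2 rose with 1.15 ± 0.29 (SE, n = 2).

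Whole segments of chromosomes were shifted. The median log2 fold change of tested regions was −1.005 on chromosome 4, 0.58 on chromosome 13 and 0.40 on chromosome 20, against −0.03, −0.04 and 0.02 for Nutlin-3a in WT. Chromosome 20 was shifted both ways, with bin medians of −0.501, −1.124 and −0.953 up to 30 Mb and of 0.506 to 0.646 beyond. Of 306 bins of 10 Mb, 56 had a median above 0.3 in size, and they held 453 of the rises and 779 of the falls. Bin medians ran from −1.463 to 0.822 for the genotype, from −0.221 to 0.324 for Nutlin-3a in WT and from −0.296 to 0.343 in p53null. The named falls at SCFD2, EVC2, CXCL1, NFKB1, KDR and SPATA18 lie on chromosome 4, that at MGMT in a bin of chromosome 10 with a median of −1.095 and that near NTRAS in one of chromosome 1 with −0.494. Rises at LINC02434 on chromosome 4 and near NUFIP1P1, in a bin with −0.328, ran against the shift of their bins. After subtracting bin medians 1923 regions rose and 1597 fell, 76.0% of the number before, and 3313 of the 4631 calls (71.5%) were among them.

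**Figure D4:**
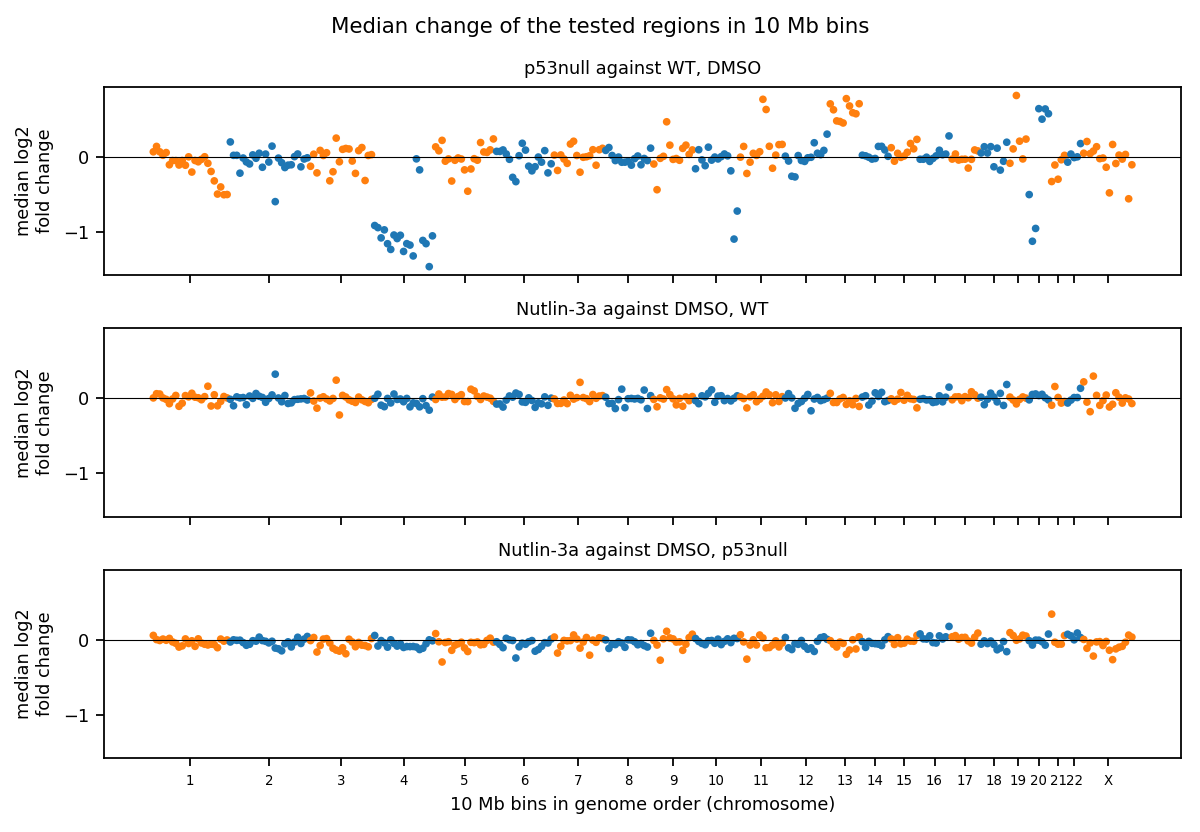
Median log2 fold change of the tested regions in 10 Mb bins in genome order (colours alternate by chromosome) for p53null against WT in DMSO, Nutlin-3a in WT and Nutlin-3a in p53null. Chromosome 4 lies near −1.005 in the genotype contrast over most of its length, and the Nutlin-3a medians stay between −0.296 and 0.343.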

Values the study reported

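The study reports that it intersected p53 binding sites from a published ChIP-seq dataset with transcribed regions from PRO-seq of MCF10A cells given Nutlin-3a at 10 µM for 3 h. According to the results text, this took the number of candidate sites from approximately 13,500 to 2,164, and the methods give these counts as 13,453 and 2,163. The study then selected candidate loci for ChIP-qPCR, partly by inspecting the Nutlin-3a PRO-seq data. By its methods they also had to differ in ATAC-seq accessibility under a zinc perturbation and to overlap a p53 ChIP-seq site. The PRO-seq data served to mark active transcription, which the paper words as a response to Nutlin-3A. It describes no test of a change against DMSO in these data.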

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

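Of the tests in this part, those on library totals, on shifted bins and on the p53null DMSO libraries alone were chosen after the result was seen. The following results were picked out because the effect of Nutlin-3a differed between WT and p53null by a test of the difference itself. By camera at the preset correlation the adjusted p of the difference was 5.25e-07 for promoters of the p53 arrest list, 1.48e-06 for apoptosis, 7.75e-04 for repair, 0.0017 for metabolism, 0.0395 for feedback and 0.0404 for the E2F-driven replication list, the last with the lower log2 fold change in WT. None of the 6 had an adjusted p under 0.05 with an estimated correlation or with fry. For motif-bearing regions the area under the curve of the difference was 0.6328, with 0.4999 for the control motif.

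Regions that rose with Nutlin-3a in WT lay mostly inside MDM2, past its end and in CDKN1A. A candidate explanation is polymerase moving through an induced gene and counted in the regions it crosses. Over 46 genes of the p53 lists with regions of both kinds, the mean log2 fold change in the gene body exceeded that up to 25 kb upstream by a median of 0.686, in 36 genes (sign-flip permutation p = 1e-05, the smallest these permutations can give), and by 0.114 in p53null (permutation p = 0.271), while it exceeded that downstream in WT by only 0.36, in 32 of 53 genes (permutation p = 0.0595, and 0.0117 for the mean). For p53 acting at motif-bearing elements outside genes, the p53 motif gave an area under the curve of 0.7787 among intergenic regions in WT and the control motif 0.5185, but 1 of the 19 regions is intergenic, so this does not bear on where they lie. That explanation stays open, and counts without strand leave the first one open for the MDM2 intronic regions too.

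Between p53null and WT in DMSO 4631 regions differed. Copy number differences of segments were tested by subtracting the median of each 10 Mb bin. This left 76.0% of the number of calls and 71.5% of the calls themselves. Both lay between the bounds set beforehand of under 50% and at least 80%, so the test gave no verdict. Shifts of whole bins do not account for the 3399 calls in bins with a median within 0.3 of 0. A 10 Mb median cannot show shorter gains or losses, so copy number was not excluded there either. In the shifted bins, with 453 rises and 779 falls, it stays open and may be the main source, as the median of chromosome 4 was −1.005 with −0.028 and −0.033 for the Nutlin-3a contrasts. Loss of direct activation by p53 is consistent with the area under the curve of 0.3995 for the p53 motif, with motifs in 107 of the 2295 falls, but how many p53-dependent regions the scan misses was not measured, so its share of the falls stays open. Clonal differences unrelated to p53 were not tested, since 1 p53null line cannot part them from the genotype.

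The second principal component parted libraries by replicate number in every group. GC content could not explain this in all groups: the Spearman correlation of the log2 ratio of library 1 to library 2 with GC fraction, across regions, was above 0.2 in size in 1 of 4 groups, with −0.052 in WT DMSO, −0.009 in WT Nutlin and 0.013 in p53null Nutlin. In p53null DMSO it was −0.262, so GC content may contribute there. A lower total of one number is excluded as a shared cause, since library 1 had the lower total in 3 of the 4 groups and library 2 in p53null DMSO, but the share of regions with a count was lower in library 1 in every group (72.5% against 73.6%, 69.5% against 76.8%, 68.2% against 70.6% and 70.1% against 73.3%), so library complexity stays open. A shared day or batch for each number stays open, as the labels give neither, and no biological explanation was tested.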

How the results depend on the processing

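The leaving-out tests of gene lists, the motif ranking in gene body and promoter regions alone, and the zinc finger counts under other settings were chosen after seeing the data. The cause of the changes below was not tested, except where fewer libraries or regions make it plain. Of the values that answer a comparison 206 kept their direction and side of the threshold (for counts, stayed within 1.5 times), 42 moved, 10 reversed and 2 lost their call. Of the single regions and lists 1124 did, 113 lost their call, 15 gained one, 8 moved and 0 reversed. All 10 named WT regions lost their call without any 1 WT library, where the lone library is assumed to vary like the other groups.

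Rises in WT numbered 30 with unscaled totals, 239 without a filter, 0 with the stricter filter, 113 with DESeq2, 79 with only the WT groups, 42 at an adjusted p of 0.1 and 0 to 83 without 1 library. Falls in WT numbered 8 without a filter and 1 with only the WT groups, and rises in p53null 1 without a filter. The interaction had 51 regions without a filter and 18 with DESeq2. Genotype rises and falls numbered 4507 and 4545 without a filter, 3912 and 4049 at an adjusted p of 0.1, 635 to 3059 and 918 to 3281 without 1 library, and falls 1516 without the shifted bins, which holds fewer regions. Target promoters higher in WT numbered 3 without a filter and 1 with DESeq2.

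With the replicate block, an added term for the replicate number, WT rises numbered 387 and falls 8, the interaction 49, genotype rises 6011 and falls 5972, and target promoters 7. Log2 ratios of libraries sharing a number correlated at 0.16 to 0.27 across regions between groups; nothing in the labels pairs them, so these values stand beside the main ones.

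The promoter share of WT rises went to 21.1% with overlap of the 1000 bp upstream, on the other side of the background (Fisher's exact p = 1.0). The motif share of WT rises was 10.53% over the whole region and 7.59% to 10.84% without 1 p53null library, where more regions passed. The motif share of genotype rises was 0.31% to 1.01% without 1 library (0.8% and 0.83% without either p53null Nutlin library), and genotype falls near targets within 100 kb were 1.2% (Fisher's exact p = 0.421). The p53null motif ranking lost its call at 100 bp (0.4753) and in promoter regions (0.4986). A logistic model of the motif in WT rises could not be fitted with 0 matches. Lists passing in WT and the interaction numbered 0 and 0 with an estimated correlation and with fry, and 4 to 8 and 4 to 7 without 1 library, in p53null 0 to 1 without 1 library, and by genotype 2 with fry. Without 1 library the highest adjusted camera p in WT was 0.211 for feedback and 0.346 for replication, and in the interaction 0.0642 for metabolism, 0.374 for feedback and 0.431 for replication, so these calls were lost, while arrest, apoptosis and repair kept theirs in both. In simulated counts at this depth the WT contrast recovered 44.8% of 4-fold and 3% of 2-fold changes, for regions at or above the median level.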

Other observations

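The tests of the zinc finger genes and of falls without a motif in this part were chosen after the result was seen, and the genes here were named after their values were seen, apart from motif-bearing regions that fell. Of the 107 regions with a p53 motif that were lower in p53null, 61 lay in gene bodies, 32 were intergenic and 14 lay at promoters. Among all 1309 tested regions with the motif these numbers were 832, 268 and 209, so the low promoter share is not particular to the 107. In WT, 101 of the 107 had a log2 fold change with Nutlin-3a above 0. In 88 both Nutlin libraries lay above both DMSO libraries, with 70 higher at an unadjusted p under 0.05 and 0 passing by edgeR. The medians of the group means were 2.671 counts per 10⁶ in WT DMSO, 6.081 in WT Nutlin, 0.054 in p53null DMSO and 0.105 in p53null Nutlin, and 31 regions had 0 counts in all 4 p53null libraries. The WT DMSO libraries enter both contrasts. Among the 2188 falls without a motif, selected the same way, 1061 (48.5%, against 94.4% with a motif) had a log2 fold change with Nutlin-3a above 0 in WT and in 508 (23.2%, against 82.2%) both Nutlin libraries lay above both DMSO libraries. An intergenic region on chromosome 4 from 167897087 to 167897519, nearest to ANXA10, in a bin with a genotype median of −1.156, had 65 and 63 counts in WT DMSO and 166 and 109 in WT Nutlin, against 0 and 0 and then 0 and 1 in p53null, at least 41.4-fold lower in DMSO. One near LBX1 on chromosome 10 had 88 and 92, then 411 and 242, against 2 and 3, then 4 and 2. The promoter region of PTCHD4, a gene of the patched family, was at least 34.0-fold lower, and an intronic region of METTL7A, a methyltransferase-like gene, went from 36 and 48 counts to 138 and 122 in WT, against 0 and 1, then 1 and 2 in p53null.

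Single promoters that were higher in p53null include that of RAB25, a small GTPase of epithelial recycling, which went from 2.81 ± 1.07 in WT DMSO to 29.0 ± 1.73 counts per 10⁶ in p53null DMSO (SD, n = 2; log2 fold change 3.35 ± 0.36, SE; edgeR adjusted p = 0.000148). The tight junction gene CLDN7 had 2.07 ± 0.35, PROM2 5.94 ± 0.55, the region shared by the starts of TMEM30B and PRKCH 5.27 ± 0.47 and the receptor gene NOTCH3 4.55 ± 0.76 (SE, n = 2). Lower were FGF2, a growth factor gene on the shifted chromosome 4, with −4.32 ± 0.39, FBLN1, of the extracellular matrix, with −3.45 ± 0.52 (SE, n = 2), and the chemokine receptor gene CXCR4, at least 27.2-fold. LEF1, a factor of Wnt signalling and also on chromosome 4, had 100 and 75 counts in WT DMSO and 0 and 1 in p53null, and the imprinted gene SNRPN was at least 64.7-fold lower. The fixed basal and luminal lists did not pass for a shift in one direction by camera (adjusted p = 0.624 and 0.559) or fry (adjusted p = 0.808 and 0.732), so the higher examples stand for no class. The mesenchymal list passed by fry, lower, with 3 of 11 promoters above 0 (adjusted p = 0.0346), and not by camera.

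Zinc finger genes on chromosome 19 stood out among the promoters that were higher in p53null. The class holds only genes whose symbol is ZNF and a number. Zinc finger genes with other symbols count among the other promoters, also in the comparison with neighbours below. ZNF681 had 3 and 0 counts in WT DMSO and 730 and 672 in p53null, ZNF880 a log2 fold change of 3.92 ± 0.39 and ZNF320 one of 2.92 ± 0.32 (SE, n = 2), while ZNF274 had 97 and 43 counts in WT DMSO and 3 and 0 in p53null, and ZNF558 73 and 85, then 2 and 0. Zinc finger genes made up 27 of 284 promoters called higher (9.51% against 2.78%, Fisher's exact p = 7.43e-08) and 18 of 405 called lower (4.44% against 2.88%, p = 0.0718). The class was picked from these same calls and many of its genes lie in clusters, so these p-values are not independent evidence. Over 180 such promoters on chromosome 19 the median log2 fold change was 0.41, with 24 higher and 13 lower, and over 202 on other chromosomes 0.02. The median of the 180 promoters on chromosome 19 stayed between 0.288 and 0.418 under the settings tried. The stricter filter and the fit of only the groups compared were not tried here. The 24 became fewer without either WT DMSO library and 53 with the replicate block.

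As a hypothesis, a copy number gain of the segments that hold these genes may raise them. Their median exceeded that of 121 other coding promoters within 100 kb by 0.389 (permutation p = 0.00109), which lies between the bounds of 0.2 and 0.5 set for the test, and the upper bound exceeded the median itself, so it could hardly have been met. The 6 other coding promoters within 100 kb of the 24 called ones had a median of 0.57 with quartiles of −0.559 and 1.516, too few and too spread to decide. The called ones exceeded them by 1.044 (permutation p = 0.03), but they were picked for being high. The bin of chromosome 19 from 20 to 30 Mb, which holds ZNF681, had the highest genotype median of all bins, 0.822 over 308 tested regions with 37 higher and 2 lower, as a gain there would give, but regions of the zinc finger clusters enter that median. The bin from 50 to 60 Mb, with ZNF880 and ZNF320, had 0.240. A local gain and a change in regulation of the clusters therefore cannot be told apart here.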
